# Deletion of LBR N-terminal domains recapitulates Pelger-Huet anomaly phenotypes in mouse without disrupting X chromosome inactivation

**DOI:** 10.1038/s42003-021-01944-2

**Published:** 2021-04-12

**Authors:** Alexander Neil Young, Emerald Perlas, Nerea Ruiz-Blanes, Andreas Hierholzer, Nicola Pomella, Belen Martin-Martin, Alessandra Liverziani, Joanna W. Jachowicz, Thomas Giannakouros, Andrea Cerase

**Keywords:** Animal disease models, Epigenetics, Gene regulation, Development

## Abstract

Mutations in the gene encoding Lamin B receptor (LBR), a nuclear-membrane protein with sterol reductase activity, have been linked to rare human disorders. Phenotypes range from a benign blood disorder, such as Pelger-Huet anomaly (PHA), affecting the morphology and chromatin organization of white blood cells, to embryonic lethality as for Greenberg dysplasia (GRBGD). Existing PHA mouse models do not fully recapitulate the human phenotypes, hindering efforts to understand the molecular etiology of this disorder. Here we show, using CRISPR/Cas-9 gene editing technology, that a 236bp N-terminal deletion in the mouse *Lbr* gene, generating a protein missing the N-terminal domains of LBR, presents a superior model of human PHA. Further, we address recent reports of a link between *Lbr* and defects in X chromosome inactivation (XCI) and show that our mouse mutant displays minor X chromosome inactivation defects that do not lead to any overt phenotypes in vivo. We suggest that our N-terminal deletion model provides a valuable pre-clinical tool to the research community and will aid in further understanding the etiology of PHA and the diverse functions of LBR.

## Abstract (web summary)

Young et al. report a new mouse model for Pelger-Huet anomaly, a genetic disorder caused by mutations in the Lamin B receptor gene (*Lbr)* that leads to abnormal neutrophil differentiation and skeletal defects. Using CRISPR/Cas-9 editing of *Lbr*, which has also been associated with X chromosome inactivation (XCI), they generate a mouse model that recapitulates the major phenotypes of the disease without majorly affecting XCI.

## Introduction

LBR is an inner nuclear-membrane protein, having a dual function in the cells in which it is expressed. It works as a sterol reductase in the cholesterol biosynthesis pathway and as nuclear tether for membrane proteins and heterochromatin organization^1^. Mutations in *Lbr* have been associated with two genetic disorders, Pelger–Huet (PHA, OMIM #169400) and Greenberg Dysplasia (GRBGD, #215140)^2–4^. Pelger–Huet Anomaly is a rare dominant, benign disorder, involving hemizygous *Lbr* mutations^5^. Its frequency is estimated to be between 0.01 and 0.1% of the population, although in some parts of the world this frequency can be considerably higher^2^. While this disorder is considered a benign blood anomaly, its association with severe blood disorders, such as acute lymphoblastic leukemia, has been reported^6^. PHA patients show the following phenotypes: hypolobulated neutrophil nuclei with clamped chromatin, hyposegmented granulocytes, with a sub-cohort of patients also showing skeletal defects such as syndactyly or polydactyly^7^. Homozygous mutations in *Lbr* are causative of Greenberg Dysplasia. GRBGD is embryonic lethal in human and the aborted fetuses present the following phenotypes: fetal hydrops, severe shortening of long bones, “moth-eaten” radiographic appearance, platyspondyly, disorganization of chondroosseous calcification, and ectopic ossification centers^8^. Interestingly, the complete loss of LBR in mouse gives rise to different phenotypes. Homozygous *Lbr* KO mice, show incomplete embryonic lethality^5^, display some of the PHA phenotypes (such as blood defects and skeletal malformations), but also show severe fur/skin defects, such as alopecia, ichthyosis, and hydrocephalus phenotypes^9^. Considering the very high level of identity between the human and mouse LBR protein (~80%) and the conservation of the cholesterol biosynthesis pathways between these species^10^, these differences cannot be fully explained by current literature data.

Recently *Lbr* has also been reported to have a role in X chromosome inactivation (XCI)^11^. Biochemical purifications of the proteins interacting with Xist RNA, the master regulator of XCI, reported LBR to be a specific and abundant Xist interacting protein^12^. Subsequently, Chen et al. showed that this interaction is needed for XCI, both in inducible Xist systems and differentiating female ESCs^11^. In particular, they showed that this interaction allows the efficient spreading of Xist RNA onto active genes and the proper localization of the future inactive X chromosome (Xi) to the nuclear periphery^11^. Considering the discrepancies between the human diseases and mouse model phenotypes, LBR’s diverse and emerging cellular functions, novel mouse models are needed for a better understanding of its roles in development and XCI. For these reasons, we have generated and characterized a novel mouse model, allowing us to separate the activities of LBR N-terminal domains from the sterol reductase domain. We report that this model closely recapitulates the phenotypes of the human disease (PHA) and shows minor XCI defects.

## Results

### Generation of *Lbr* mutants

In order to generate a mouse model more closely recapitulating the human phenotype, and to study *Lbr* functions in XCI in vivo, we have decided to generate several mutations of this gene, by means of CRISPR/Cas9 technology, targeting LBR N-terminus (see “Methods”). We selected for mutations generating N-terminal truncations (i.e., of the domains implicated in the interaction with Xist RNA^11^), leaving intact the transmembrane sterol reductase domains. In line with these criteria, we decided to focus on a 236 bp deletion (*Lbr*^236^ hereafter) spanning the canonical translation initiation site (ATG, exon2) and part of the *Lbr *first intron (Supplementary Fig. 1). This mutation disrupts the 3′ splicing signals in intron 1, resulting in aberrant intron 1 retention (Supplementary Fig. 1b). As the canonical, first translational initiation signals have been deleted in our mouse model, the translational machinery can only use downstream alternative translation start sites in the *Lbr* gene. An in silico analysis of our mutant Lbr mRNA suggests, with high confidence, Methionine 118 (M118) of the WT protein as a potential alternative translation start site. However, we cannot formally exclude the usage of other initiation start sites (see “Methods”). Western blot (WB) and immunoprecipitation–mass spectrometry (IP-MS) experiments support the bioinformatic prediction, suggesting that M118 is the most likely new translation start site in our mutant (Supplementary Fig. 1c). This deletion is expected to produce a truncated protein, lacking part of its globular domain and the entire LBR N-terminal RS and Tudor domains (N-terminal deletion, NT hereafter) (Supplementary Fig. 1c). These domains have been reported to interact with RNA (including Xist RNA) and HP1/peripheral heterochromatin, respectively^11,13^. Because this mutation generates a truncated but otherwise WT protein, our mutant allows us to separate LBR sterol reductase (transmembrane-domain) functions from XCI/nuclear periphery localization activities (N-terminal domains)^8^ (Supplementary Fig. 1c, d).

### Characterization and analysis of *Lbr* mutants

Phenotypical analysis of our mouse model shows blood defects (laminopathies) (Fig. 1a) that are characteristic of the human PHA but not skin defects other than strain-associated sporadic dermatitis^14^ (Jackson Lab, https://www.jax.org/, we do not observe ichthyosis) (Fig. 1b). We detected defects in the bone marrow blood precursors, suggesting maturation defects in neutrophil cells, as previously reported^15^. Homozygous NT mutant (NT-KO, Lbr^236^/Lbr^236^) mice do not show known skeletal malformations (such as syndactyly or polydactyly)^8^ (Fig. 1c). We do not observe any significant weight difference between the wild-type (WT), heterozygous (HET, Lbr^+^/Lbr^236^), and *Lbr*^236^ homozygous (Lbr^236^/Lbr^236^) adult animals (30.089 g ± 4.41; 32.05 g ± 2.58; 30.775 g ± 6.06, respectively). Mutations in the LBR sterol reductase domain, in homozygosis, are causative of GRBGD phenotypes^8^. As expected, we do not find Greenberg dysplasia phenotypes in our mouse model. However, we do find ~35% perinatal death in *Lbr*^236^ homozygous crosses (adjusted *p* = 0.0138) (Fig. 1d and “Methods”), in agreement with Hoffman and colleagues^2^. We also report a slightly-increased embryonic lethality from heterozygous crosses, when the mutation is inherited from the father in heterozygosis (~26%) (Fig. 1d)^16,17^. We observed a notable difference in the average litter size between WT and NT-KO animals (3.2 animals/litter in *Lbr*^236^ homozygous crosses vs 5.5 animals/litter in WT/WT crosses). Analysis of males and female gonads shows no evident defects, further suggesting elevated embryonic lethality in our mouse model, over fertility defects (Supplementary Fig. 2), as previously reported^5,9^.

**Fig. 1:**
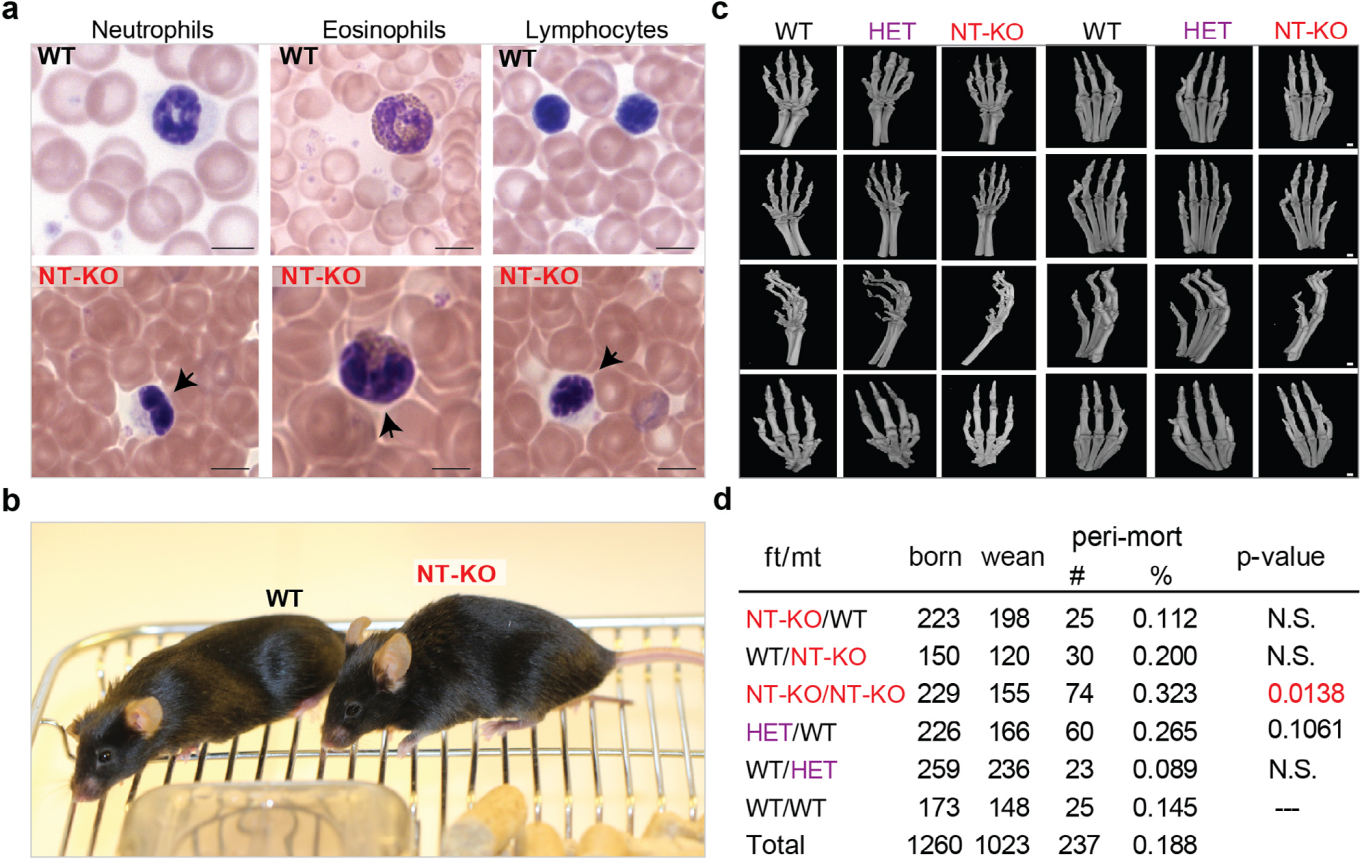
LBR NT-KO mice show laminopathy defects and increased perinatal mortality but not skin or skeletal defects. **a** Top, Pelguer–Huet characteristic neutrophil and eosinophil and lymphocyte chromatin defects are shown (blood from female animals are presented, but no sex-specific effect has been observed). Black arrows in LBR NT-KO animals indicate defects in chromatin organization in the shown cell types. Scale bar indicates 5 µm. **b** No skin/fur defects were observed in LBR NT-KO animals. A female adult WT and a LBR NT-KO mouse are shown next to each other are shown. **c** No skeletal defects in front (left) and rear (right) paws have been observed in any analyzed category (female animals are shown in this figure, but no sex-specific effect has been observed). Scale bar indicates 1 mm. **d** The table shows perinatal mortality from different classes of crosses indicating the parental origin of the mutation (father: ft; mother: mt). born: born; wean: weaned; peri-mort: perinatal mortality; mutation classes are shown. A one-way ANOVA (Kruskal–Wallis test), followed by a post hoc multiple comparison tests (Dunn’s test) have been used to compare the number of weaned mice in each group to the WT/WT condition (the analysis was done per litter).

### Role of *Lbr* in development and XCI in vivo

To test the role of *Lbr* in XCI in vivo, considering the benign autosomal-dominant inheritance pattern of the disease, we set up several crosses with a particular focus on heterozygous crosses (HET, *Lbr*^+^/*Lbr*^236^) (Fig. 2a). From these crosses, the expected outcome is ~25% of LBR NT-KO (*Lbr*^236^/*Lbr*^236^) animals, equally divided between the sexes. We anticipated seeing a significant skewing against females, if *Lbr* was to play a major role in random XCI^11^. We also hypothesized a complete loss of female NT-KO animals from these crosses, in the case that the LBR N-terminal domains are critical factors for XCI in vivo, as shown for *Xist*^18^ in random and imprinted XCI, or for *Rnf12* in imprinted XCI^19^. From these crosses, on the contrary to our predictions^11^, we observed no statistically-significant bias against female LBR NT-KO offspring (Fig. 2a, b). A detailed analysis of the proportion of male and female (m/f) offspring from different types of crosses (i.e. when the mutation is maternally or paternally inherited in heterozygosity), also revealed no significant differences^19^ (Fig. 2b).

**Fig. 2:**
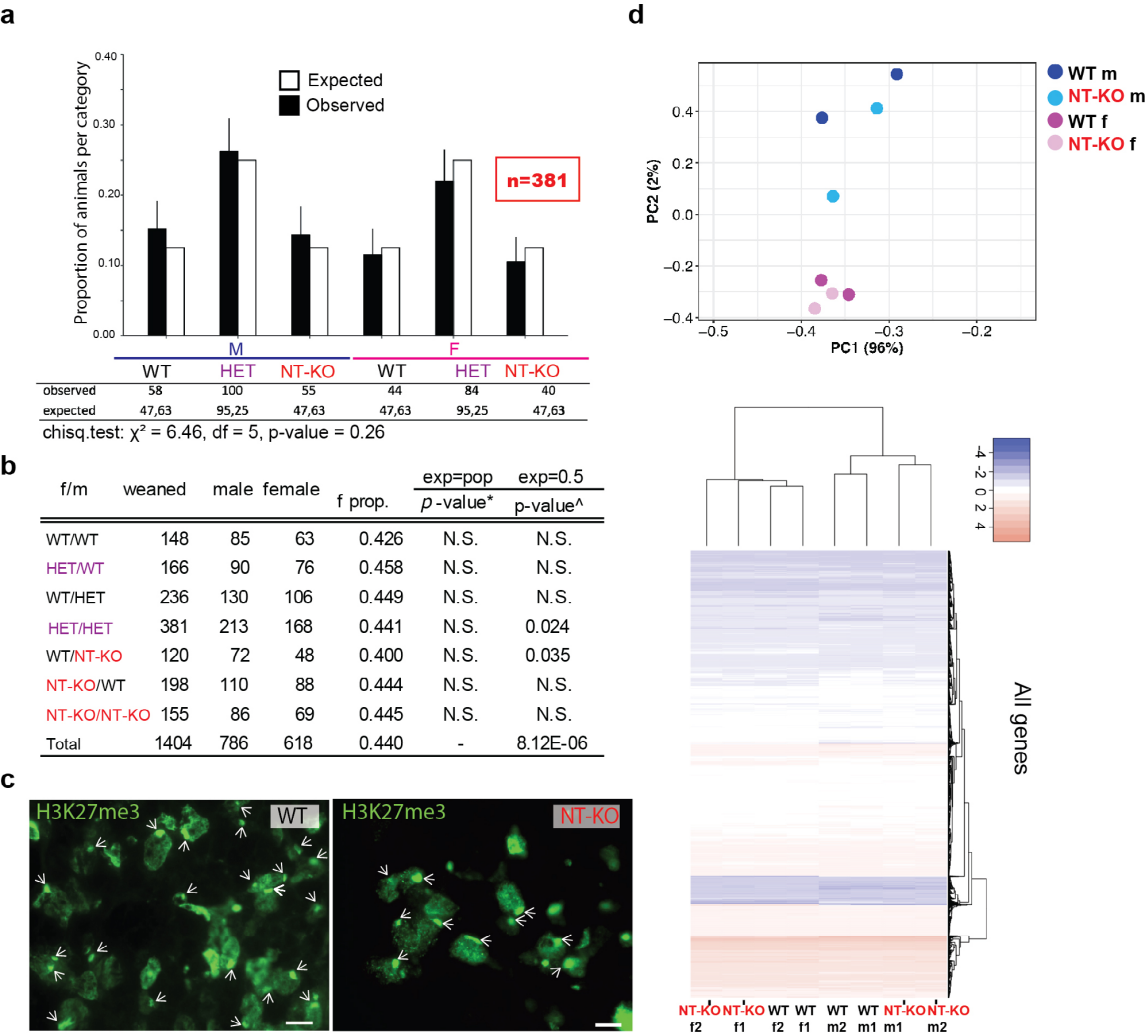
A N-term LBR deletion, does not affect XCI in vivo. **a** 34 *Lbr* heterozygous (*Lbr*^*+*^/*Lbr*^236^, HET) mice pairs were crossed and the offspring have been genotyped by PCR analysis (see schematic in Supplementary Fig. 1a). Observed offspring genotypes indicated in black with error bars indicating 95% confidence interval (CI). A significant skewing against females is predicted in the analyzed offspring, in case Lbr plays a major role in XCI in vivo (M: male; F: female). Chi-square test analysis reveals no significant differences between expected and observed classes of male and female offspring (*X*^2^ = 6.46, df = 5, *p*-value = 0.26). The number of animals used is shown in red (*n* = 381). **b** The table shows different classes of crosses and indicates the parental origin and type of the mutation. Sex ratio and binomial test analysis are also shown. Statistical tests are run vs the observed total population ratio of males/females (m/f) and vs the expected, theoretical 50% ratio. *Two-tailed binomial test against population female proportion (0.440). ^Two-tailed binomial test against expected female proportion (0.50). **c** Xi-lamina association reveals no differences between WT and LBR NT-KO animals. H3K27me3 staining (Xi surrogate) is shown. Cross-sections from thymus tissue are shown. Arrows indicate the inactive X chromosome. Scale bar indicates 10 µm. **d** Top, RNA-Seq principal component analysis and hierarchical clustering of the LBR NT-KO vs WT are shown (number of genes: 12,791). The heatmap depicts scaled expression for better visualization. Categories are shown in the legends.

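The principal component analysis was repeated on the reads counted per gene in the 8 liver libraries, 2 each from male WT, male NT-KO, female WT and female NT-KO mice, as log2 CPM (counts scaled to library size) with a prior count of 2 and with the libraries as variables. The first component held 95.4% of the variance and the second 2.69%. All libraries had similar loadings on the first component, from -0.37 to -0.34, so it followed the level that a gene had in every library. The second component separated the sexes, with loadings from 0.27 to 0.41 in the 4 male libraries and from -0.39 to -0.32 in the 4 female libraries. Within males, the WT loadings of 0.41 and 0.39 lay above the NT-KO loadings of 0.30 and 0.27. Within females the genotypes overlapped, with -0.34 and -0.39 in WT and -0.37 and -0.32 in NT-KO. The setting that moved the first component most was to centre each gene on its mean over the libraries, which left it 59.0% and gave the second 11.4%. Pearson's r across genes was 0.969 to 0.983 between replicates of a group, 0.963 to 0.983 between WT and NT-KO libraries of one sex, and 0.916 to 0.945 between the sexes within a genotype, so the spread between replicates covered most of the range between genotypes. In complete-linkage clustering on Euclidean distance, the male WT pair joined at 61.9 and the male NT-KO pair at 67.1, although male NT-KO replicate 2 lay slightly nearer to male WT replicate 1, at 66.5. Female WT replicate 2 joined female NT-KO replicate 2 first, at 48.9, although the distance between the female WT libraries was nearly the same, at 49.1. The male and female branches joined last, at 112.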

In order to understand the lack of an XCI phenotype, we proceeded to test whether the inactive X-lamina co-localization was affected in our mutants, as previously reported^11^ (Fig. 2c). We used H3K27me3 as a surrogate marker of the inactive X chromosome (Xi)^20^. By immunofluorescence analysis, we could find no statistically significant changes in the Xi localization at the nuclear lamina in mouse tissues highly expressing *Lbr*, such as the thymus in post-weaning animals (WT: 1.649 ± 0.69 µm; NT-KO: 1.703 ± 0.82 µm, Fig. 2c). Similarly, RNA-seq analysis on tissues expressing *Lbr* such as liver, collected from post-weaning mice (WT, NT-KO), revealed no XCI phenotypes. 

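NT-KO mice are homozygous for the 236 bp deletion at the start of the Lbr coding sequence, and liver RNA from 2 male WT, 2 male NT-KO, 2 female WT and 2 female NT-KO samples was sequenced. The authors trimmed the reads with cutadapt, aligned them with STAR and counted reads per gene with featureCounts on the Ensembl annotation of GRCm38, and the deposited values are these counts, without normalization. The paper's text does not name the strand setting of the counting or the treatment of reads that match several genes, so the values of genes that overlap or closely resemble another gene are less certain. The counts summed to 61202769 and 45020377 in the male WT libraries, 50612282 and 53127151 in male NT-KO, 51983144 and 64396291 in female WT, and 54424067 and 63590534 in female NT-KO. At these depths 1 count was worth 0.0155 to 0.0222 CPM, and a gene with no count may have been present at up to 0.0466 to 0.0666 CPM, the level of 3 counts, a limit that covers counting error only. Of 49671 genes in the table, 13117 with at least 1 CPM in at least 2 libraries were tested, after rRNA, miRNA and mitochondrial genes had been left out, and they held 91.8% to 92.9% of the counts. Library sizes were scaled by TMM, with factors from 0.921 to 1.05. All 8 libraries entered one edgeR fit with a mean for each group, and groups were compared with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment. Differentially expressed genes (DEGs) had an FDR of at most 0.05 and an absolute log2 fold change over 1, the paper's thresholds. The paper's methods name edgeR's glmFit, and the likelihood ratio test that belongs to it was run as an alternative. With 2 libraries per group, an exact permutation test of a single value cannot give a two-sided p below 0.333, so p-values come only from models that share the spread between replicates across genes. The common biological coefficient of variation was 0.217, with 0.240 among the male libraries alone and 0.191 among the female libraries alone. Replicates differed by far more than the sampling noise in every group (chi-square per degree of freedom 81.8 to 211), and log2 levels more than 1 apart separated them at 649 genes in male WT, 775 in male NT-KO, 401 in female WT and 416 in female NT-KO.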

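The targeted gene and the sex-linked genes were looked at first, as a check of the labels. Lbr (ENSMUSG00000004880), on the minus strand of chromosome 1 of GRCm38 from 181815335 to 181843046, had 453 and 277 counts in male WT, 627 and 714 in male NT-KO, 406 and 474 in female WT, and 744 and 918 in female NT-KO. Normalized for library size, this was 7.28 ± 1.08 CPM (SD, n = 2) in male WT and 13.2 ± 0.589 CPM in male NT-KO, and 7.19 ± 0.298 CPM in female WT and 13.5 ± 0.749 CPM in female NT-KO. Lbr RNA was thus still present in the NT-KO libraries, each of which had more of it than any WT library. The log2 fold change was 0.86 (SE 0.168) in males and 0.91 (SE 0.167) in females, with an FDR of 0.167 and 1 under edgeR's quasi-likelihood test and of 0.0144 and 0.0551 under edgeR's likelihood ratio test. Over all alternatives run for Lbr, the FDR ranged from 0.0099 with DESeq2 to 0.440 with the male libraries alone in males, and from 0.0551 to 1 in females. For the mean change over both sexes the Lbr log2 fold change was 0.89. Its FDR was 2.62e-05 with DESeq2, but above 0.05 under edgeR's quasi-likelihood test. The paper's Supplementary Data 1, from edgeR's glmFit, gives Lbr an FDR of 0.0125 in males and 0.0429 in females. Of all 50-base stretches of Lbr transcripts, 8.41% also occur in another gene, mostly in Dnah14. Xist (ENSMUSG00000086503), the RNA of the inactive X chromosome, lies on the X chromosome from 103460366 to 103483254, and 11.8% of its 50-base stretches also occur in other genes, mostly in its antisense gene Tsix. It had 52888 and 59845 counts in female WT and 50913 and 51506 in female NT-KO, against 41 to 136 counts in the male libraries. In females its log2 fold change was -0.13 (SE 0.493, FDR 1 under edgeR's quasi-likelihood test), or -0.05 without female NT-KO replicate 2 and -0.23 without female NT-KO replicate 1. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 585 to 3082 counts in each male library and 0 to 10 in each female library.
Loss of silencing along the inactive X would raise X-linked genes as a set in female NT-KO mice, with males as the comparison. Among the tested genes, 381 are X-linked and 12702 autosomal. The median log2 fold change of X-linked genes was -0.0092 in females and -0.0089 in males, and 186 of them (48.8%) were higher in NT-KO in either sex. Relative to the autosomal median, X-linked genes stood at -0.0061 in females and at -0.018 in males (limma's camera with a preset correlation of 0.01, adjusted p = 0.858 in both). Between replicates of one group, the same difference reached 0.14. Its sign changed in males to 0.021 without male WT replicate 2 and 0.046 without male NT-KO replicate 1, and in females to 0.022 without female WT replicate 1 and 0.058 without female NT-KO replicate 1. Among genes with a mean of at least 5 CPM it was 0.0017 in females. Single autosomes had medians from -0.040 (chromosome 16) to 0.038 (chromosome 6) in males and from -0.036 (chromosome 7) to 0.018 (chromosome 12) in females, so the X chromosome lay within the range of the autosomes. Under edgeR's quasi-likelihood test on all 8 libraries, no X-linked gene passed both DEG thresholds in either sex. Under the likelihood ratio test 7 did in males and 0 in females, and under the quasi-likelihood test Mid1, named after its values were seen, was a male DEG with the male libraries alone and without female NT-KO replicate 1 or 2. Without adjustment, 7 X-linked genes had a p under 0.05 from the quasi-likelihood test in females, all 7 higher in NT-KO, and 42 in males, 21 of them higher. Only 1.55% of all tested genes had such a p in females, fewer than calibrated p-values would give without any change. The lack of female X-linked DEGs is therefore weak evidence by itself.

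**Figure D1:**
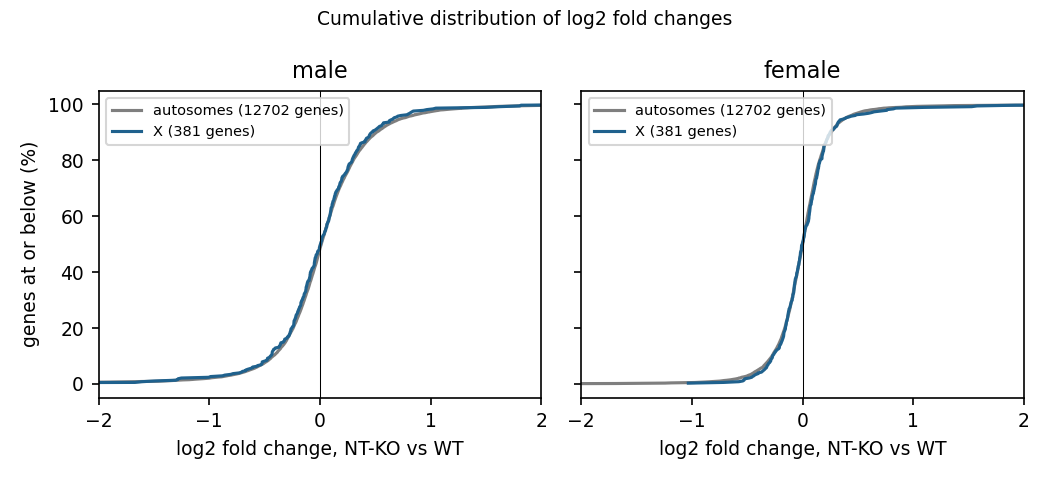
Cumulative share of genes (%) at or below each log2 fold change of NT-KO vs WT, in males (left) and females (right), for the 381 X-linked genes (blue) and the 12702 autosomal genes (grey). In both panels the X-linked curve follows the autosomal curve and crosses 0 close to the midpoint.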

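Under the quasi-likelihood test, 2 genes passed both DEG thresholds in male NT-KO vs WT, 1 upregulated (Gstp3) and 1 downregulated (Ccr3), and 1 gene in female NT-KO vs WT, upregulated (Ccr3). Without adjustment, 11.5% of the tested genes had a p under 0.05 in males and 1.55% in females. The female share lay below the share of 0.05 that calibrated p-values would give without any change. A female gene short of the thresholds is therefore weak evidence that it did not change. The likelihood ratio test gave 205 DEGs in males, 108 upregulated and 97 downregulated, and 11 in females, 5 upregulated and 6 downregulated. The counts moved most when no filter on low counts was set, to 667 DEGs in males and 172 in females, where other splits of the 4 libraries of a sex into 2 and 2 gave 355 and 341 in males and 193 and 179 in females. Gstp3 (ENSMUSG00000058216, chromosome 19 of GRCm38 from 4057477 to 4059569, minus strand) is a glutathione S-transferase gene of the pi class. It had 946 and 460 counts in male WT and 32426 and 21560 in male NT-KO, or 13.8 ± 4.22 CPM (SD, n = 2) and 536 ± 177 CPM, a log2 fold change of 5.28 (SE 0.326, FDR 0.00223 under edgeR's quasi-likelihood test). With each library left out in turn, this value stayed between 4.90 (without male NT-KO replicate 1) and 5.62 (without male WT replicate 1). In females its levels were 26.7 ± 0.609 CPM in WT and 23.8 ± 1.37 CPM in NT-KO, a log2 fold change of -0.16 (SE 0.273, FDR 1 under edgeR's quasi-likelihood test), or -0.10 without female NT-KO replicate 2. Ccr3 (ENSMUSG00000035448, chromosome 9 from 124021972 to 124031689, plus strand) encodes a chemokine receptor and changed in opposite directions in the sexes. In males it had 228 and 126 counts in WT and only 4 and 2 in NT-KO, a log2 fold change of -5.84 (SE 0.440, FDR 0.00539 under edgeR's quasi-likelihood test), between -6.04 without male WT replicate 2 and -5.39 without male NT-KO replicate 2 in the fits that keep male NT-KO replicate 1. Without male NT-KO replicate 1 the only library left in its group has 2 counts, so no value is given. In females it had 18 and 16 counts in WT and 260 and 238 in NT-KO, a log2 fold change of 3.86 (SE 0.354, FDR 0.0491 under edgeR's quasi-likelihood test). The female FDR was just under the threshold and rose above it, to between 0.0891 and 0.107, when any 1 of the 4 male libraries was left out of the fit, which shares its spread across all libraries. Over all alternatives run for this gene it ranged from 6.61e-16 under edgeR's likelihood ratio test to 0.201 with a replicate block. No 50-base stretch of the transcripts of either gene occurs in another gene.

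**Figure D2:**
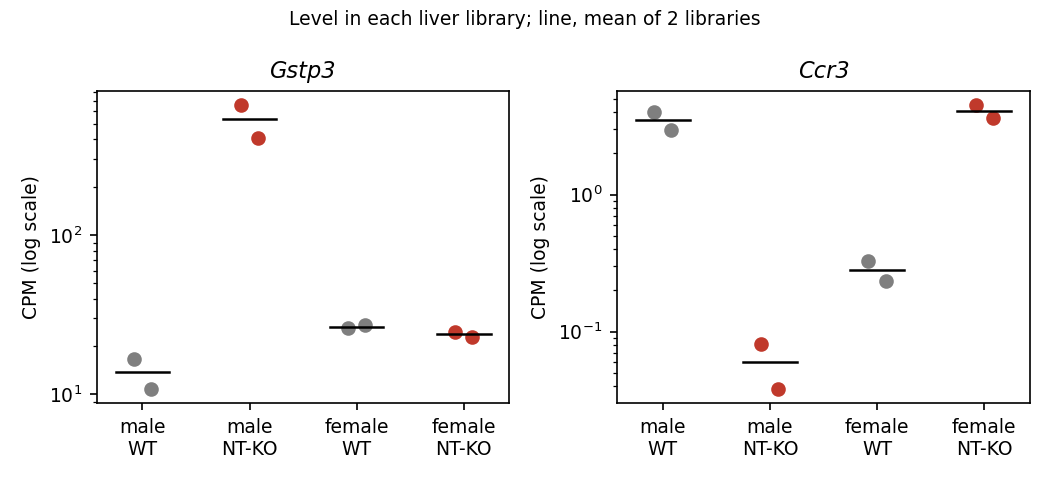
Level of Gstp3 (left) and Ccr3 (right) in each liver library, in CPM on a log scale, with a point for each library (WT grey, NT-KO red) and a line at the mean of each group. Gstp3 is raised in both male NT-KO libraries, and Ccr3 is low in male NT-KO and in female WT.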

Surprisingly, gene deregulation defects were more prominent in male (NT-KO vs WT; 209 differentially expressed genes (DEGs), FDR ≤ 0.05, absolute fold change log2 >1; 98 downregulated and 111 upregulated), than female (NT-KO vs WT; 12 DEGs, FDR ≤ 0.05, absolute fold change log2 >1; 6 downregulated and 6 upregulated (Fig. 2d and Supplementary Data 1). GO analysis revealed common defects in the membrane/endomembrane organization, immune system, and protease inhibition as previously reported^21^. In particular, significantly deregulated genes further supports immune system and endomembrane defects, both in the nuclear envelope and the endoplasmic reticulum (Supplementary Fig. 3). 

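GO annotation was not used here. In its place, the log2 fold changes were read over 10 lists of genes for processes that the paper names and for liver programmes that vary between mice. The lists were written with the paper's Supplementary Data 1 in view, which comes from the same libraries, so they are not independent evidence. The median and limma's camera measure a net shift of a list in 1 direction, in which opposite changes cancel. They therefore do not answer the same question as the paper's GO terms. With limma's camera and adjustment over 10 lists and both sexes, 5 lists shifted in male NT-KO vs WT, 2 up and 3 down, and 3 shifted in females, 2 up and 1 down. Of these, only the list of B lymphocyte and immunoglobulin genes also passed under limma's rotation test fry or with an estimated inter-gene correlation, in either sex. The female count was 4 without either male WT library and 2 without either male NT-KO library. Protease inhibitors did not shift as a set, with a median log2 fold change of -0.02 over 37 genes in males (adjusted p = 0.582 from limma's camera), where 20 were lower and 17 higher, and of 0.10 in females (adjusted p = 0.979), where 14 were lower and 23 higher. The male median of this list was positive without male WT replicate 1 (0.076) or male NT-KO replicate 2 (0.063) and with scaling by library size only (0.045), and lower, at -0.16, without male NT-KO replicate 1 and -0.12 without male WT replicate 2. The female median was 0.0025 without female WT replicate 1. None of its genes passed the FDR over all tested genes, and adjusted over the list alone 3 passed in males and 2 in females. Single genes of the list changed in both directions, with log2 fold changes from -3.12 to 1.57 in males and from -2.35 to 0.56 in females. The lowest gene of the protease inhibitor list was A2ml1 (ENSMUSG00000047228, chromosome 6 from 128539821 to 128581608, minus strand), which was named after its values were seen. A2ml1 had 699 and 1079 counts in male WT and 94 and 127 in male NT-KO, 420 and 403 in female WT, and 76 and 87 in female NT-KO. Over both sexes its log2 fold change was -2.73 (SE 0.251, FDR 0.0248 under edgeR's quasi-likelihood test), and with Gstp3 it made up the DEGs of that comparison. Its FDR rose above 0.05 without either male NT-KO library and without any female library, to as much as 0.326 without female NT-KO replicate 2, and over all alternatives it was lowest with DESeq2, at 1.59e-23. Within 10 Mb of A2ml1, Clec2h and Gm45769, named after their values were seen, were also lower in NT-KO of both sexes. Of the 146 tested genes there other than those seen beforehand, 4 changed over both sexes with the same sign in each. Their unadjusted p from edgeR's quasi-likelihood test was under 0.01 for the mean change over both sexes, a threshold that neither sex had to pass alone. Among these 4, Fam234b was lower in NT-KO, and Pianp, Gucy2c and C1s2 were higher (all named after their values were seen). Cholesterol biosynthesis genes were higher in male NT-KO at 24 of 24 genes, with a median of 0.59 (adjusted p = 1.40e-06 from limma's camera, 0.658 from fry), and at 23 of 24 in females by the difference of mean log2 CPM used for all lists (24 of 24 by the fitted log2 fold change), with a median of 0.15 (adjusted p = 0.00466 from limma's camera, 0.895 from fry). The male median rested on 1 library, being 0.16 without male NT-KO replicate 2 and 1.16 without male NT-KO replicate 1, and the female median was -0.06 without female NT-KO replicate 1 and 0.43 without female NT-KO replicate 2.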

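The list of ER chaperones and unfolded protein response genes was lower in male NT-KO vs WT at 27 of 28 genes, with a median log2 fold change of -0.92 (adjusted p = 1.34e-16 from limma's camera, 0.109 from fry). In females its median was -0.06, with 22 genes lower and 6 higher (adjusted p = 0.181 from limma's camera), and 0.0077 without female WT replicate 1 or -0.20 without female WT replicate 2. The adjusted p fell to 0.0347 from limma's camera without male WT replicate 1 or 2, the lowest over all alternatives, and was 0.895 from fry, the highest. No gene of the list passed the FDR over all tested genes, and adjusted over the list alone 20 passed in males and 0 in females, where no gene of the list had an unadjusted p under 0.05. The male shift was uneven between replicates. Relative to the mean of all libraries, the list stood at 0.43 and 1.34 in the male WT libraries and at -0.31 and -0.18 in the male NT-KO libraries, and the median was -0.62 without male WT replicate 2 and -1.41 without male WT replicate 1. Clock output genes relative to Arntl, a measure of the time or feeding state at collection, also differed, by 1.87 (log2) between male NT-KO and male WT. Most of this came from Arntl itself, with a male log2 fold change of -1.35. Hspa5 (ENSMUSG00000026864, chromosome 2 from 34771970 to 34777547), an abundant member named after its values were seen, fell by 2.02 on the log2 scale in males (SE 0.465, FDR 0.210 under edgeR's quasi-likelihood test), and by less without male WT replicate 2, at -1.07. Heat shock genes were lower in male NT-KO at 20 of 20 genes, with a median of -0.77 (adjusted p = 1.31e-15 from limma's camera, 0.0845 from fry), with -1.03 without male WT replicate 1 and -0.56 without male WT replicate 2, and had a median of 0.06 in females (adjusted p = 0.550 from limma's camera), or -0.04 without female WT replicate 2, -0.03 without female NT-KO replicate 1 and 0.14 without female NT-KO replicate 2. Adjusted over the list alone, 14 heat shock genes passed in males. Nuclear envelope and lamina genes did not shift as a set in either sex, with a median of -0.08 in males (18 lower, 10 higher, adjusted p = 0.191 from limma's camera) and of 0.03 in females (11 lower, 17 higher, adjusted p = 0.588 from limma's camera). The male value ranged from -0.18 without male NT-KO replicate 2 to -0.02 without male NT-KO replicate 1, and the female value from 0.01 without female NT-KO replicate 2 to 0.05 without female NT-KO replicate 1. Genes of B lymphocytes and immunoglobulins were higher in male NT-KO at 15 of 15 genes, with a median of 1.16 (adjusted p = 4.55e-08 from limma's camera, 0.0206 from fry), and lower in female NT-KO at 14 of 15, with a median of -0.77 (adjusted p = 3.68e-11 from limma's camera, 0.0206 from fry). In both sexes each NT-KO library stood on the same side of both WT libraries. Adjusted over the list alone, 7 of these genes passed in males and 0 in females, where 5 had an unadjusted p under 0.05. Igkc (ENSMUSG00000076609, chromosome 6 from 70726435 to 70726966), named after its values were seen, had a log2 fold change of 2.23 (SE 0.454, FDR 0.170 under edgeR's quasi-likelihood test) in males and -0.89 (SE 0.443, FDR 1) in females, where the former was 2.96 without male WT replicate 2 and the latter -0.49 without female WT replicate 1. From GO terms, the paper reports common defects in protease inhibition, in the immune system and in how membranes and endomembranes are organized. It takes the deregulated genes as further support for immune and endomembrane defects, the latter in nuclear envelope and endoplasmic reticulum.

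**Figure D3:**
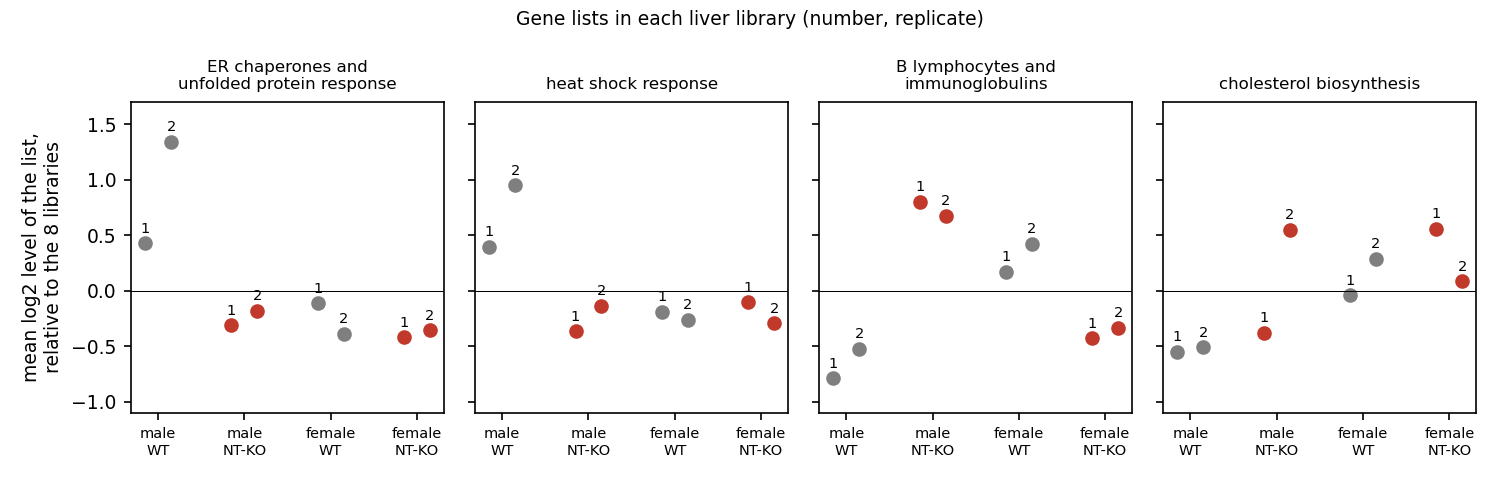
Mean log2 level of the tested genes of 4 lists in each liver library, relative to the mean of the 8 libraries (WT grey, NT-KO red, number for the replicate). ER chaperones and heat shock genes are highest in male WT replicate 2, B lymphocyte genes move in opposite directions in the sexes, and the cholesterol list differs between replicates of male and female NT-KO.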

Our observations are consistent with previous data since LBR was shown to diffuse between the nuclear envelope and the endoplasmic reticulum^22^.

### Role of *Lbr* in random XCI

In differentiating mouse embryonic stem cells (ESCs), *Lbr* plays a critical role during the initial spreading of Xist RNA onto active genes and subsequent stabilization of silencing through localization at the nuclear periphery^11,23^, though its role in gene silencing has been debated^24^. Xist RNA was shown to interact with LBR via its N-terminal RS domain^11,25^, which is expected to be missing in our animal model. In order to test LBR NT-KO role in early phases of random X chromosome inactivation, we derived female ES cells from Lbr homozygous crosses (*Lbr*^236^/*Lbr*^236^) crosses and matched WT animals. To determine the best timepoint for analysis, we differentiated WT cells for 0, 3, and 5 days (see “Methods”). As at day 3 of differentiation only a minority of cells have initiated XCI (~40%), we decided to do the analysis at day 5 of differentiation, where 70–80% of the cells have initiated random XCI. In brief, we differentiated matched WT and LBR NT-KO females ESCs and measured the efficiency of XCI initiation and differentiation by means of H3K27me3 immunofluorescence (IF), and qRT-PCR (Supplementary Fig. 4)^23^. We do not observe any statistical difference between the WT and LBR NT-KO line, indicating that an equal number of cells have initiated XCI at day 5 of differentiation (Supplementary Fig. 4a, b). Similarly, we do not report major differences in the differentiation efficiency between the WT and LBR NT-KO lines (Supplementary Fig. 4c). We went on testing the localization of the Xi from the lamina at 5 days of differentiation by means of double IF. We measured the Xi-center-to-lamina (H3K27me3 domain-LaminB1) distance for the WT and NT-KO cell line. We show that the average Xi-Lamina distance is significantly larger for the LBR NT-KO line vs the control line (Fig. 3a, b), in agreement with previous work^11^. We went on to test whether an increased distance to the lamina also affected gene silencing, by means of qRT-PCR, on several known XCI-silenced and escapee genes^26,27^ (Fig. 3c). We find minor differences between the two lines, suggesting that while the Xi localization is mildly affected in our mutant, this does not substantially affect early gene silencing for the tested genes, as previously shown^24^. However, we cannot exclude heterogenous silencing defects among the cell population, or more widespread deregulation using genome-wide transcriptomic analysis (i.e. RNA-seq).

**Fig. 3:**
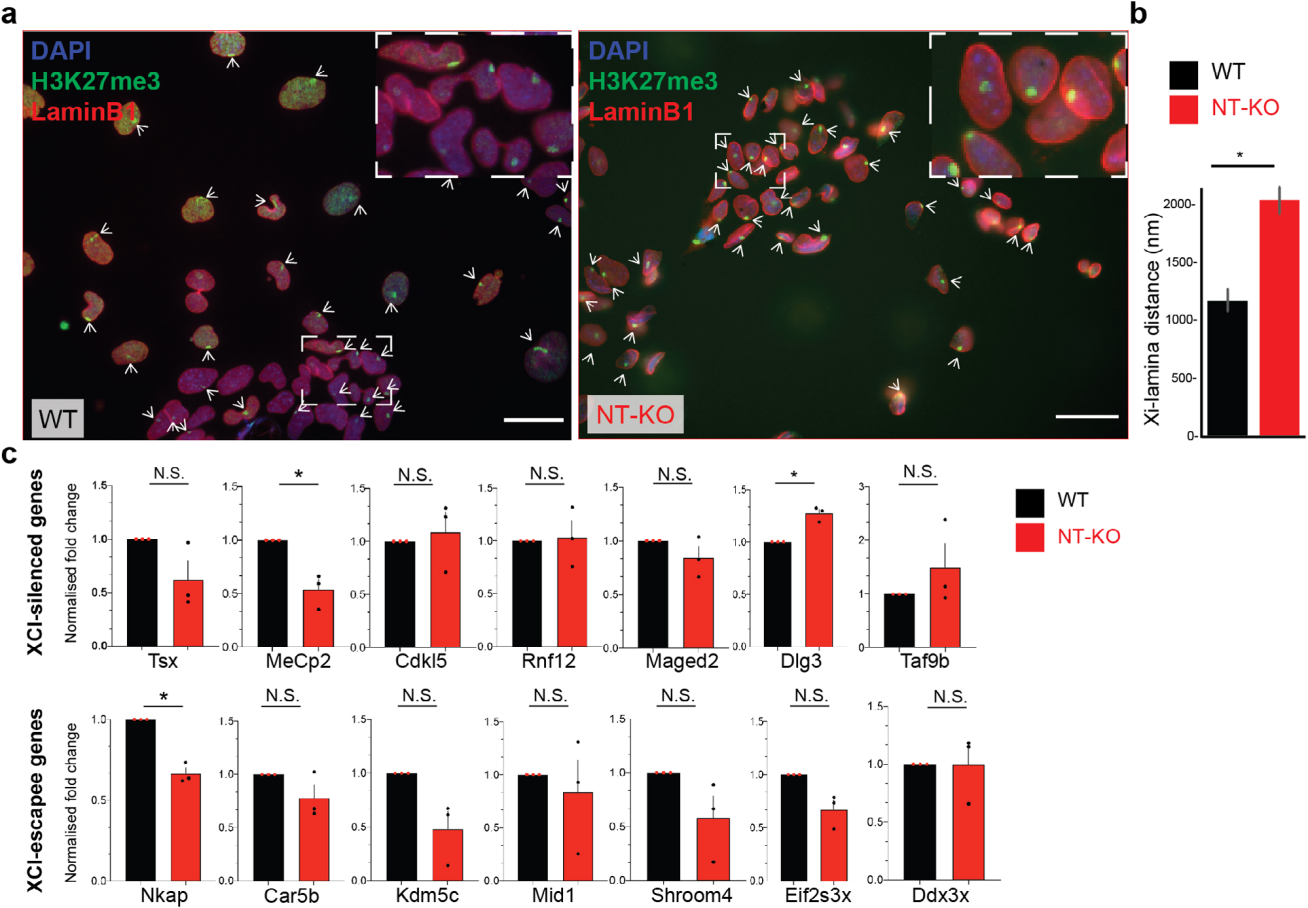
The reported LBR N-term mutation affects the Xi localization but not gene silencing in random XCI. **a** Left, Xi-lamina localization is shown by means of H3K27me3/LaminB1 IF. H3K27me3, green; LaminB1, red; DAPI, blue. Dashed boxes indicate Zoom-in images in the top right corner. Arrows indicates the inactive X chromosome. Scale bar indicates ~25 µm. **b** Xi-centre-LaminB1 distance quantification (*n* = 681). Samples are color-coded as shown in the legend. Error bars represent standard deviation of the mean (SEM). **c** qRT-PCR of XCI-silenced and escapee genes^26, 27^. Analyzed genes are shown. Data from three biological samples are shown. * indicates statistical significance using a two-tailed *t*-test (*p* ≤ 0.05). Error bars represent standard deviation of the mean (SEM). *p*-values: MeCp2, *p* = 0.039; Dlg3, *p* = 0.020, Nkap, *p* = 0.011. Gapdh has been used as an internal normalization control.

## Discussion

Overall, our analysis suggests that our N-terminal mutant mouse more closely reproduces the human Pelguer–Huet phenotype than currently available mouse models, which only harbor mutations in the hydrophobic domain of LBR^5,9^. This can help to further tease apart the dual functions of the *LBR* protein in development and X chromosome inactivation (XCI). In particular, this system can provide a superior understanding of the role(s) of LBR’s N-terminal domains vs its sterol-reductase activities^1,10^. Our model also suggests that the N-terminal of LBR plays a role in heterochromatin organization^28^ and random XCI in differentiating ESC as previously reported^11,24^ but is apparently redundant for XCI functions in vivo, similar to what has been seen with *Rnf12*, *Xist’s* major activator^29^. It is, however, possible that the Xi localization and gene silencing are affected in early embryos in the absence of LBR N-terminus. XCI and developmental defects can either be fatal (~40–70% embryonic plus perinatal lethality) or compensated later in development. Several studies have reported that while *Lbr* expression is crucial in early development, its expression, is greatly reduced during development (with the exception of specialized blood cells), where lamins A/C have a more important role in the organization of peripheral heterochromatin^30^. Therefore, it is possible that stochastic mechanisms, allow for proper development^31^, including XCI, in the absence of LBR N-terminus, in a fraction of the animals. These compensatory events could be happening through analogous proteins (i.e., Lamins A/C, for survival and blood development)^30^ and/or alternative pathways, such as nucleolus-mediated Xi targeting to the nuclear periphery, in the context of XCI^32,33^. We should note, however, that we do not have the power to disentangle developmental and XCI-specific defects with the genetic and molecular biology tools used in this work. Single-cell-analysis in early development in both sexes can be employed to untangle the different roles of *Lbr* in development and X chromosome inactivation, in future studies.

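Whether the change from WT to NT-KO differed between the sexes was tested for each gene as the male minus the female log2 fold change, on the 8 liver libraries. The same pair of genes, Ccr3 and Gstp3, passed an FDR of 0.05. The difference was -9.70 for Ccr3 (SE 0.566, FDR 0.0014 under edgeR's quasi-likelihood test) and 5.44 for Gstp3 (SE 0.411, FDR 0.00543). With 1 library left out, the values stayed between -9.95 without female WT replicate 1 and -9.27 without male NT-KO replicate 2 for Ccr3, leaving aside the fit without male NT-KO replicate 1, whose group then has only 2 counts, and between 5.06 without male NT-KO replicate 1 and 5.78 without male WT replicate 1 for Gstp3. The next genes by FDR did not pass. Ppp1r9a (ENSMUSG00000032827, chromosome 6 from 4902917 to 5165661) had a difference of 1.85 (SE 0.243, FDR 0.241 under edgeR's quasi-likelihood test), with 8.93 ± 0.149 CPM (SD, n = 2) in male WT and 26.2 ± 1.60 CPM in male NT-KO against 7.96 ± 1.23 CPM in female WT and 6.42 ± 0.647 CPM in female NT-KO. For Mug2 (ENSMUSG00000030131, chromosome 6 from 122006761 to 122085965) it was 3.27 (SE 0.505, FDR 0.573; 2.59 without male NT-KO replicate 1 and 3.72 without male NT-KO replicate 2), but 50.5% of the 50-base stretches of its transcripts occur in other genes, mostly in Mug-ps1. For Ces2b (ENSMUSG00000050097, chromosome 8 from 104831572 to 104840093), which shares 9.66% of its stretches, it was -5.04 (SE 0.837, FDR 0.573), with -5.99 and -4.47 when male NT-KO replicate 1 or 2 was left out. Without adjustment, 945 genes (7.20%) had a p under 0.05 for the difference. Under the likelihood ratio test 46 genes passed, 24 with a larger value in males and 22 with a smaller one, and without a filter on low counts 552 did. Counted without any test, 607 genes had an absolute log2 fold change over 1 in males and 164 in females. With 1 library of the sex left out, these counts were 659 to 879 in males, highest without male WT replicate 1, and 247 to 326 in females, highest without female WT replicate 2. Such a count also rises with the spread between replicates, which was larger in males.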

The difference between the sexes in gene expression in LBR NT-KO vs control is also unexpected. Wichers et al., using a pericentromeric heterochromatin reporter, have shown significant differences in the efficiency of the reporter silencing between the XX vs XY animals^34^. In particular, they reported that XY animals silenced the reporter gene more efficiently than XX animals, independently of sex^34^. These differences are likely related to the sex complement and the amounts of cellular heterochromatin available (heterochromatin sink effect), between the sexes^34^. It is possible that our *Lbr* mutation affects the overall heterochromatin radial and peripheral organization^5,30,35^ and, in turn, this affects gene regulation differently between the sexes^34^. Alternatively, *Lbr*, might regulate X-linked pathways, which upon deregulation could majorly affects males, phenocopying male lethal, female dominant disorders^36^. As a potential caveat, we cannot exclude that LBR localization to the inner nuclear membrane might be affected in our mutants. However, recent reports have shown that a LBR complete N-terminal deletion is capable of nuclear-membrane localization via its transmembrane domains^21^. Considering all the data presented and the literature evidence^21,22^, it is likely that the phenotype observed is largely due to the specific N-terminal deletion and the severe protein reduction^21^, though further studies are needed for a complete characterization of our N-terminal deletion.

Finally, while we believe that more studies at the single-cell level are needed for understanding the role(s) of the different domains of LBR in vivo, we suggest that the presented mutation is a superior model for studying human Pelger–Huet anomaly^37^ and a very valuable pre-clinical tool.

## Methods

### Generation of *Lbr* mutant mice and crossing

Embryo microinjection was performed as in Harns et al.^38^. Briefly, fertilized eggs from superovulated females were collected and placed in KSOM medium at 37 °C in a 5% CO_2_ incubator. Mineral oil was placed on top to avoid evaporation. Lbr guide n2 (GTGAAGTGGTCAGAGGCCGA) and Cas9 mRNA (12.5 ng/µl) (SIGMA) were resuspended in injection buffer (1 nM Tris-HCl pH 7.5, 0.1 mM EDTA) and injected in embryos using a microinjection needle. RNA guides were prepared as previously described^39^. Injected embryos were kept in KSOM medium at 37 °C in a 5% CO_2_ incubator for 4.5–5 days in microdrops for in vitro analysis, or transferred to foster mums after about 24 h. Mineral oil was placed on top in order to avoid evaporation. About 100 injected 2C-stage embryos were transferred into two foster mothers and left to develop to term. Only healthy 2C-stage embryos were transferred to foster mothers. In order to genotype the animals that were born (26 animals), we extracted DNA from tails using a Qiagen kit (DNeasy Blood and tissue). DNA was then subjected to PCR (LbrGenomicF1/LbrGenomicR1), Forward primer, LbrGenomicF1: 5′-CCTAAAAGCCAGGGTCCTTTC-3′, Reverse primer, LbrGenomicR1: 5′-TGTTACGTTGTCAGGGTTTAATC-3′) (Supplementary Fig. 5c). PCR bands were gel extracted and topocloned using Strata PCR cloning kit (StrataClone) and sequenced by Sanger sequencing using the vector T3/T7 primers. Sequences were aligned to the reference gene using the SnapGene program. For each mutation we checked whether it affected the proteins open reading frame, using SnapGene and online tools. PCRs were performed using a thermal cycler using the following protocol: 95 °C 3′, 94 °C 20″, 60–62 °C for 20″, 72 °C for 20–30″ (30–38X), 72 °C for 5 min. KAPA2G Fast ready mix was used (KAPA) for genotyping.

A 236 bp (c.-14-179_43del) mutation was selected as it eliminated the 1st methionine/Kozac sequence (initiation of translation) and was predicted to result in either a full KO or a truncated protein missing the Tudor and RS domains suggested to be important for interacting with chromatin/Xist RNA^11,13,23^. 

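On GRCm38, Lbr is transcribed from the minus strand of chromosome 1 in 14 exons, and its start codon lies in exon 2 at 181838540 to 181838542. Exon 2 runs from 181838378 to 181838556 (179 bp), after an intron 1 of 3731 bp. Placed on this annotation, the deletion covers 181838500 to 181838735, which is 179 bp of intron 1 with its splice acceptor, the 14 bases of 5' UTR in exon 2 and the first 43 coding bases. It removes 57 bases (31.8%) of exon 2 and 1.62% of the transcript, and leaves 122 bases of the exon. The transcript sequence removed is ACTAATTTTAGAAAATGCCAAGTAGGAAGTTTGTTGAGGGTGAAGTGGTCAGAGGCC, and it is followed by GATGGCCTGGGAGCTCCCTTTATTATGAAG in the remaining part of exon 2. The guide GTGAAGTGGTCAGAGGCCGA matches the transcript once, in its own direction, at 181838498 to 181838517 (coding bases 26 to 45), next to the PAM TGG. A cut 3 bases from the PAM falls between coding bases 42 and 43, at the coding end of the deletion within 1 base. The coding sequence has 12 methionine codons in 626, and the second, M118, lies in exon 3 at 181836100 to 181836102, from where 509 residues remain to the end of the protein. The deletion touches no other exon, so reads from the other exons can be counted on Lbr in NT-KO liver.

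**Figure D4:**
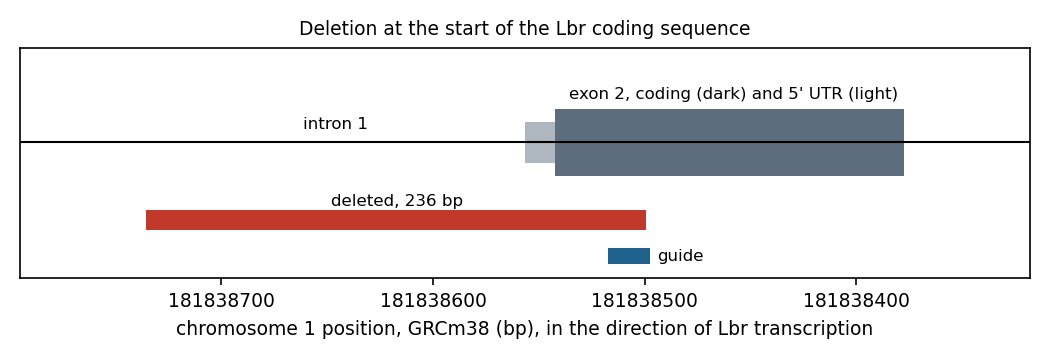
Position (bp) of the 236 bp deletion (red) and the guide (blue) on chromosome 1 of GRCm38, drawn in the direction of Lbr transcription, with exon 2 as a box (coding part dark, 5' UTR light) and intron 1 as a line. The deletion reaches from intron 1 over the splice acceptor and the start codon into the coding part of exon 2.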

The male founder was screened for off-target mutations at the predicted loci (MIT sgRNA designer) and no mutations were found. The founder was subsequently backcrossed with WT C57BL/6N females. The heterozygous offspring were subsequently intercrossed, continuing the colony until sufficient offspring could be produced to robustly determine any sex or genotype biased mortality. In total, 381 offspring were reared from HET/HET crosses across three generations. Animal work received ethical approval and complied with EU (Italian Home Office, Ministero dell’Interno) and UK (UK Home Office) regulation.

### Derivation of ES cells lines from mouse models

In order to derive the desired cell lines, we set up LBR homozygous animals (*Lbr*^236^/*Lbr*^236^) crosses and matched WT crosses. Blastocysts were isolated by flushing the uteri of superovulated female mice with M2 media at day 3.5 pc followed by incubation for 24–36 h in KSOM media. After hatching and attaching to the cell culture plate embryos were trypsinized and plated in 2i media. About a week after, ~10 clones were picked and expanded and subsequently, sexed and genotyped, and karyotyped. After extensive characterization of these clones, we decided to focus on two female NT-KO ES cell lines, and an *Lbr* WT ES cell line.

### Differentiation of ES cells

Cells were grown in 2i conditions as previously published^40^. For differentiation experiments, the wells of a 6-well plate or a 10 cm TC dish were pre-coated with gelatin (0.1%) containing laminin (1:1000) solution and incubated at 37 °C for 15 min. About 150,000 cells per well in 6-well plate were plated in each well in neuronal differentiation medium (NDM) as previously published^41^. The cells were differentiated for 5 days and harvested for qRT-PCR or IF analysis.

### RNA extraction qRT-PCR

For tissue analysis, RNA has been extracted using Trizol (Invitrogen) according to the manufacturer’s protocol. RNA-seq analysis was carried out as previously described^5^. For cell work, RNA was extracted using the RNaesy mini kit according to the producer’s manual (Qiagen). RNA was DNAse treated for 30 min at 37 °C and DNAse was then inactivated using a cDNA kit (Turbo DNAse, Ambion). Reverse-transcription was carried out using a kit from Thermo Scientific in accordance with the manufacturer’s instructions (1–2 µg of total RNA). qRT-PCR was performed using Biorad SYBR-green reagent using an Applied Biosystem real-time system, following standard protocols. A wide panel of primer pairs was used to test cell differentiation and XCI progression, in the initial phases of the project. Selected primers were then used for all experiments. Primer used in this paper are in Supplementary Data 3.

### Immunohistochemistry and immunofluorescence

Serial 7-µm sagittal sections were collected on slides. Hematoxylin and eosin (HE) staining was performed to confirm the quality of the tissues. Immunofluorescence staining was done for H3K27me3 (1:200; Active Motif cat. # 39536) and LaminB1 (1:500; Proteintech cat. # 66095-1-Ig) after microwave antigen retrieval using 10mM citrate buffer pH 6.0 for 20 min. No antigene retrieval was used for conventional IFs.

### Microscope acquisition and Xi-lamina distance analysis

Leica TCS SP5 confocal microscope or Leica DM6000B microscope was used to acquire images using 40/63× objective. Images were saved in jpg or tiff format for ImageJ analysis (https://imagej.nih.gov/ij/). In brief, Xi-lamina distances were calculated using ImageJ plugins.

### RNA-seq analysis and GO analysis

Reads were trimmed using *cutadapt* and aligned to the genome with STAR^42^. The *FeatureCounts* software has been used to calculate the number of reads per gene^43^. Genes annotations were taken from ENSEMBL *Mus musculus* GRCm38.88 (https://www.ensembl.org/Mus_musculus/Info/Index). Lowly expressed genes (with <1 count per million across all groups) were filtered out. Characterization of RNA species and quality control were assessed via the Bioconductor package NOISeq^44^: 91% of the genes were protein-coding and the few species of rRNA (*n* = 2), miRNA (*n* = 10) and Mt-RNA (*n* = 16) were filtered out. 

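Among the genes of the count table with at least 1 CPM in at least 2 of the 8 liver libraries, 13162 in all, 89.7% were protein-coding, and 2 rRNA genes, 14 miRNA genes and 16 mitochondrial rRNA and tRNA genes were found. With the filter set on the mean of either genotype, at over 1 CPM, 12833 genes passed, of which 90.4% were protein-coding and 10 were miRNA genes, with as many rRNA and mitochondrial RNA genes as before. Over the libraries, rRNA and miRNA genes held 1.22% to 2.10% of the counts and mitochondrial genes 5.11% to 6.69%, and the 10 highest genes of a library held 18.3% to 20.8%.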

Finally, differentially expressed genes analysis was performed by the Bioconductor package edgeR, using TMM normalization and a generalized linear model (glmFit). False discovery rate (FDR) was required to be below 0.05 and fold-change >2 (https://www.bioconductor.org)^45^. Gene Ontology (GO) analysis was done using gProfiler (https://biit.cs.ut.ee/gprofiler/gost) with a significance threshold of 0.05 and the biological processes (BP), molecular functions (MF), cellular components (CC) are shown. Raw and processed RNA-seq data has been deposited at GEO. Access number: GSE165447. See also Supplementary Data 1.

### MicroCT acquisitions

Front and rear paws from WT and *Lbr*^236^/*Lbr*^236^ animals were dissected after cervical dislocation of the animals followed by exsanguination. MicroCT acquisition and analysis were done using a Micro Photonics Instrument, in accordance with manufacturer’s instructions.

### Immunoprecipitation–mass spectrometry

Spleen and small intestines were taken from wild-type and *Lbr*^236^ homozygous mice and homogenized in RIPA buffer with a Dounce homogenizer to extract proteins. For each sample 500 µl of extracted lysate was brought to 1 ml with RIPA buffer and precleared with 50 µl Protein G Dynabeads (Thermo Scientific) for 30 min on a rotating wheel at 4 °C. Beads were removed and 15 µl of antiLBR (Santa Cruz Biotechnology, Cat sc-160482 (G14)) was added to the cleared lysate and incubated at 4 °C for an hour on a rotating wheel, after which 50 µl of washed protein G beads were added and incubated for another hour. Beads were washed three times with 250 µl RIPA buffer and eluted in 20 µl Laemmli buffer by boiling for 5 min. Samples were run on a 10% PAGE gel and analyzed by mass spectrometry.

### LC-MS/MS

Bands were cut from the gel and subjected to in-gel digestion with trypsin (PMID: 25278616). Peptides were extracted from the gel pieces by sonication for 15 min, followed by centrifugation and supernatant collection. A solution of 50:50 water:acetonitrile, 1% formic acid (2× the volume of the gel pieces) was added for a second extraction and the samples were again sonicated for 15 min, centrifuged and the supernatant pooled with the first extract. The pooled supernatants processed using speed vacuum centrifugation. The samples were dissolved in 10 µL of reconstitution buffer (96:4 water:acetonitrile, 1% formic acid and analyzed by LC-MS/MS.

Peptides were separated using the nanoAcquity UPLC system (Waters) fitted with a trapping devise (nanoAcquity Symmetry C18, 5 µm, 180 µm × 20 mm) and an analytical column (nanoAcquity BEH C18, 1.7 µm, 75 µm × 200 mm). The outlet of the analytical column was coupled directly to an LTQ Orbitrap Velos (Thermo Fisher Scientific) using the Proxeon nanospray source. Solvent A was water, 0.1% formic acid and solvent B was acetonitrile, 0.1% formic acid. The samples were loaded with a constant flow of solvent A at 5 µL/min onto the trapping column. Trapping time was 6 min. Peptides were eluted via the analytical column a constant flow of 0.3 µL/min. During the elution step, the percentage of solvent B increased in a linear fashion. The peptides were introduced into the mass spectrometer (Orbitrap Velos, Thermo) via a Pico-Tip Emitter 360 μm OD × 20 μm ID; 10 μm tip (New Objective) and a spray voltage of 2.2 kV was applied. The capillary temperature was set at 300 °C. Full scan MS spectra with mass range 300–1700 *m*/*z* were acquired in profile mode in the FT with a resolution of 30,000. The filling time was set at maximum of 500 ms with limitation of 1.0 × 10^6^ ions. The most intense ions (up to 15) from the full scan MS were selected for sequencing in the LTQ. Normalized collision energy of 40% was used, and the fragmentation was performed after accumulation of 3.0 × 10^4^ ions or after filling time of 100 ms for each precursor ion (whichever occurred first). MS/MS data was acquired in centroid mode. Only multiply charged (2+, 3+, 4+) precursor ions were selected for MS/MS. The dynamic exclusion list was restricted to 500 entries with maximum retention period of 30 s and relative mass window of 10 ppm. In order to improve the mass accuracy, a lock mass correction using the ion (*m*/*z* 445.12003) was applied.

### Data processing, MaxQuant

The raw mass spectrometry data were processed with MaxQuant (v1.6.3.4)^46^ and searched against the Uniprot *mus musculus* (UP000000589; 55462entries; latest update: 20200321). The data was searched with the following modifications: Carbamidomethyl (C) (fixed modification), Acetyl (N-term), and Oxidation (M) (variable modifications). The mass error tolerance for the full scan MS spectra was set to 20 ppm and for the MS/MS spectra to 0.5 Da. A maximum of two missed cleavages for trypsin/P was allowed. For protein identification a minimum of two unique peptides with a peptide length of at least seven amino acids and a false discovery rate below 0.01 were required on the peptide and protein level. Quantification was performed using iBAQ values^47^ calculated as the sum of the intensities of the identified peptides and divided by the number of observable peptides of a protein.

### ORF and alternative translational start-site predictions

Protein and RNA sequences were downloaded from UCSC genome browser and Uniprot, respectively (https://genome.ucsc.edu/; https://www.uniprot.org/). Alternative translational start-site predictions were carried out using TIS-database (TIS-db, http://tisdb.human.cornell.edu/), Netstart (http://www.cbs.dtu.dk/services/NetStart/), ATGpr (https://atgpr.dbcls.jp/) and SnapGene (https://www.snapgene.com/). Based on this analysis the M118 is predicted to be the most likely new initiation start site, although we cannot formally exclude M149, as second potential translation start site, compatible with WB and mass-spectrometry data.

### Western blot (WB) analysis

Whole lysate cell extracts were obtained after incubation on ice for 30′ in RIPA buffer with protease inhibitors, followed by centrifugation. WB analysis was done using standard SDS-PAGE protocols from animal-derived cells. LBR antibodies (abs) were purchased from Novus biological NBP2-14185 (recognizing LBR N-term; human LBR aa 1–70), and from Santa Cruz (sc-160482, clone G14, recognizing an internal region of LBR); Vinculin ab was also bought from Sigma (V9264-200UL) (Supplementary Figs. 1 and 5a, b).

### Blood smears

Blood was collected by cardiac puncture from heterozygote, homozygous mutant and wild-type, female and male mice, and blood smears were prepared by Giemsa staining. Images were taken with a brightfield microscope at ×63 oil immersion Leica DM6000B and white blood cells were examined for chromatin defects.

### Statistics and reproducibility

Statistical analyses were performed using Microsoft excel, Prism v8 and R. Chi-square test and unpaired, two-sided Student’s *t* test were also used where appropriate. *P* < 0.05 was considered statistically significant. Individual *p*-values are shown, where possible. All experimental data points are clearly presented in the figure legends or in the figure the statistical test used and the error bar type is clearly indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Next-generation sequencing data has been deposited in GEO, access number: GSE165447. Differentially expressed genes are available in Supplementary Data 1. All source data underlying the graphs and charts presented in the main figures are available in Supplementary Data 2. Sequences for primers used in this study are available in Supplementary Data 3. Mass-spectrometry data has been deposited in the PRIDE database, accession number: PXD024111. All data is available upon request.

# Supplementary material for: Deletion of LBR N-terminal domains recapitulates Pelger-Huet anomaly phenotypes in mouse without disrupting X chromosome inactivation
**Source:** Commun Biol. 2021 Apr 12;4:478. doi: 10.1038/s42003-021-01944-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Processed RNA-seq results for KO vs WT mice. Results are shown separately for male and female mice.

**File name:** Supplementary Data 2

**Description:** Source data for the main and supplementary figures.

**File name:** Supplementary Data 3

**Description:** Primers used in this study.

# Supplementary material for: Deletion of LBR N-terminal domains recapitulates Pelger-Huet anomaly phenotypes in mouse without disrupting X chromosome inactivation
**Source:** Commun Biol. 2021 Apr 12;4:478. doi: 10.1038/s42003-021-01944-2
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

NA

Data analysis

NA

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Figures 1-3 and S1, S3, S4 have associated raw data (reported in tables in Figures or in Supplementary Data 1 file)

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | total 1404 for the mouse work. The exact number of experiments performed and n. of cells used is described in the text or in figure legends. |
| Data exclusions | No data was excluded from the analyses                                                                                                       |
| Replication     | All experiments were repeated 2 to 3 times                                                                                                   |
| Randomization   | NA                                                                                                                                           |
| Blinding        | NA                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K27me3 (Active Motif cat. # 39536); Lbr (Abcam cat. ab32534; Santa Cruz biotechnology, Cat sc-160482 (G14); Novus biological NBP2-14185; Vinculin (Sigma V9264-200UL) |
| Validation      | The antibodies were validated elsewhere (see company datasheets)                                                                                                        |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                       |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ES cell lines were derived directly from the animals describes in this work                                                           |
| Authentication                                                       | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i> |
| Mycoplasma contamination                                             | Cells were tested for mycoplasma contamination                                                                                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                            |
|-------------------------|------------------------------------------------------------|
| Laboratory animals      | Mus Musculus, C57BL/6N                                     |
| Wild animals            | The study did not involve wild animals                     |
| Field-collected samples | The study did not involve samples collected from the field |
| Ethics oversight        | Italian Home Office and UK Home Office                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

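The liver RNA-seq data are a table of read counts per gene for 8 libraries, 2 each of male WT, male NT-KO, female WT and female NT-KO. The authors trimmed the reads, aligned them to GRCm38 and made these counts with featureCounts on the Ensembl annotation, and the deposited counts carry no normalization or filter. The values are whole numbers, and the column sums lie between 45020377 and 64396291. Which column belongs to which group was taken from the sample labels, and 0 columns were left unused. Of the 49671 gene IDs, 49412 matched the Ensembl annotation of GRCm38 used here for names, positions and biotypes, and 259 did not (21 of them among the tested genes). A further 19172 of the IDs had a count in no library.

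From the counts, CPM, log2 CPM with a prior count of 2, fold changes and tests were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 2 libraries were kept, and rRNA, miRNA and mitochondrial genes were left out, which left 13117 genes. Library sizes were scaled by TMM. A quasi-likelihood model with a mean for each of 4 groups was fitted to all 8 libraries, without a replicate block. It tested NT-KO vs WT in males, in females and over both sexes, and the difference between the sexes. Genes counted as DEGs with a Benjamini-Hochberg FDR of at most 0.05 and an absolute log2 fold change over 1, and for the difference between the sexes with the FDR alone. The standard error printed with a log2 fold change is its size divided by the square root of the F statistic. A count of 3 was taken as the floor, and a fold change against a group whose libraries are all at or under it is given only as a lower bound or left out.

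X-linked genes and 10 gene lists were tested with limma's camera on log2 CPM with an inter-gene correlation of 0.01, two-sided, with adjustment over 10 lists and both sexes (20 tests). The medians of lists and their numbers of higher and lower genes come from differences between group means of log2 CPM, and for a gene near 0 the sign can differ from that of the fitted log2 fold change. The lists are ER chaperones and unfolded protein response, nuclear envelope and lamina, B lymphocytes and immunoglobulins, protease inhibitors, cholesterol biosynthesis, heat shock response, circadian clock, male-biased and female-biased liver genes, and the genes of the qRT-PCR panel in Fig. 3c. They were written with Supplementary Data 1 in view. A further 3 short lists served as checks: Y-linked genes, genes that vary between C57BL/6 substrains and other strains, and blood markers. Lists of pluripotent cell markers, acute phase, T lymphocyte and Kupffer cell genes were added after the data had been seen. Of Supplementary Data 1, 1999 of 12791 genes per sex were used and 10792 were not used here, so no overlap with it was tested, and its values served only for single genes.

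The genes named in the text follow a rule: Lbr, Xist, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, the Fig. 3c panel as a group, in each sex the 5 raised and 5 lowered genes with the smallest FDR among DEGs with both NT-KO libraries on the same side of both WT libraries, the 5 genes with the smallest FDR for the difference between the sexes, and at most 5 list members per list and sex past the FDR. Other genes are said to be named after their values were seen. Genes of the Fig. 3c panel that are not named for another reason enter the alternatives only as a group, and the value of 1 of them is not reported here. The comparisons, thresholds, lists other than the added ones, this rule and the alternatives were chosen before the data were examined. The alternatives were edgeR's likelihood ratio test, DESeq2, RLE size factors, library size only, no filter beyond 1 count, a filter on the group mean, filterByExpr, a replicate block, robust dispersion, an FDR of at most 0.01, no minimum fold change, the 4 libraries of 1 sex alone, fry, a prior count of 0.5, a mean of at least 5 CPM for list tests, gene centring or the 500 most variable genes in the PCA, and each library left out in turn. Added after seeing the data were a filter on the genotype mean with the likelihood ratio test, and camera with an estimated correlation. Where a library left out leaves 1 in its group, no p-value is given, and list tests are then adjusted over the 10 lists of the other sex alone.

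Overlap between transcripts was measured as the share of 50-base stretches of a gene's transcripts that occur in another gene. The position of the deletion was set from the coordinates that the paper gives relative to the coding sequence and the intron before it, counted on the Lbr transcript on GRCm38, and that of the guide by matching its sequence to this transcript.

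Each test was first run on simulated counts for the 13117 genes with the means and library sizes of these libraries and 200 genes changed in male NT-KO. The quasi-likelihood test called 161 genes, of which 144 were changed (72%) and 17 were not. The likelihood ratio test called 203, with 154 changed (77%) and 49 not, and DESeq2 199, with 155 changed (77.5%) and 44 not. In the same run, where no gene was changed in females, they called 1, 33 and 28 genes in females. With no gene changed in either sex, they called 0, 18 and 14 genes in males and 1, 22 and 12 in females. A set of 30 shifted genes passed camera and fry, and a set of 30 unshifted genes passed neither. The simulated genes varied independently of each other and, apart from the changed genes, had the same mean in all 4 groups. In the real libraries the sexes differ, and the quasi-likelihood test called 2 male genes against 205 with the likelihood ratio test. The simulated shares are therefore no measure of the power of the tests on the real libraries.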

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

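The tests of pluripotent cells, reads exchanged between libraries, swapped genotype labels and a variant around Ccr3, of single male libraries behind the ER chaperone and cholesterol lists, of blood, of shared immunoglobulin reads and of the highest genes behind the acute phase difference were chosen only after the result they examine had been seen.

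Of 24 measures compared over the 8 libraries, 2 had a library farther from the others than Dixon's critical value, where chance gives 1.2. Acute phase genes stood at 1.26 (log2, relative to the mean of the libraries) in male WT replicate 2, against -0.42 to 0.31 in the other 7. If a few genes had taken most of the counts of that library, its 10 highest genes would hold a large share, but they held 18.3%, the lowest share of the 8 libraries. An acute phase response of that animal remains open, and no test here addresses it. The share of rRNA and miRNA genes was 2.10% in male NT-KO replicate 1, the highest of the 8 libraries. At least 94.8% of these counts lay in the 2 highest genes, CT010467.1 and Mir6236 (named after their values were seen), in every library. This share was 95.5% in male NT-KO replicate 1, within the range of the other libraries, so it cannot tell what raised the total there. Since rRNA and miRNA genes were left out of the tests, they do not enter the DEG counts.

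Ccr3 changed in opposite directions in the sexes, with a male minus female log2 fold change of -9.70. Reads from paralogs are argued against, since 0% of the 50-base stretches of Ccr3 transcripts occur in another gene. Swapped genotype labels in 1 sex are argued against by Lbr, whose lowest NT-KO level was 1.59 times the highest WT level in males and 1.75 times in females, although this holds only if the deletion raises Lbr RNA in both sexes. A DNA variant over the region that happens to differ between the animals cannot be told apart from an effect of the genotype, because the 28 tested genes within 2 Mb included 0 that split the libraries as Ccr3 does, where 193 of all tested genes (1.47%) did, against 2.86% by chance (Fisher's exact p = 1), and a variant that acts on Ccr3 alone would leave its neighbours unchanged. An effect of the deletion that depends on sex, and a difference in the cells that make Ccr3, were not tested.

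Gstp3 rose in male NT-KO and not in females, with a male minus female log2 fold change of 5.44. Shared reads are argued against, since 0% of its 50-base stretches occur in another gene, and on average its paralogs fell by less than Gstp3 rose, or rose: Gstp1 had 1402 ± 71.7 CPM (SD, n = 2) in male WT and 1031 ± 650 CPM in male NT-KO, and Gstp2 21.5 ± 6.79 and 46.5 ± 8.89 CPM. In females, Gstp1 had 78.5 ± 0.955 and 78.7 ± 9.74 CPM. Gstp1 and Gstp2 were named after their values were seen. A variant near Gstp3 that differs between the male WT and the male NT-KO animals was not tested, so no biological explanation is drawn.

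ER chaperones and heat shock genes were lower in male NT-KO than in male WT and not in females, with male minus female medians of -0.88 (adjusted p = 1.40e-11 from limma's camera, 0.305 from fry, 28 of 28 genes negative) and -0.79 (adjusted p = 2.53e-13 from limma's camera, 0.178 from fry, 20 of 20 negative). The difference in time of day or feeding that was tested leaves its mark on clock genes. The output genes Dbp, Nr1d1, Per1, Per2 and Per3 against Arntl stood 1.87 higher (log2) in male NT-KO than in male WT. That is more than any pair of replicates differed. In females the difference was -0.88 and lay mainly in NT-KO replicate 1, at 5.10. Female NT-KO replicate 2 stood at 6.29 and the female WT libraries at 6.60 and 6.56. Of these output genes, 4 of 5 were higher in male NT-KO, with male log2 fold changes from -0.44 (Per2) to 0.96 (Dbp). Most of the male difference came from Arntl itself, at -1.35. A different time of collection or feeding state of the male groups may therefore contribute to the ER and heat shock differences. A single male WT library as the source cannot be told apart from a genotype effect with 2 libraries per group: the ER median was -0.62 without male WT replicate 2, the library with the highest ER and acute phase levels, and -1.41 without male WT replicate 1, and the other 2 splits of the male libraries gave medians of 0.50 and 0.36. An effect of the deletion on the ER stays open beside these.

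B lymphocyte and immunoglobulin genes rose in male NT-KO and fell in female NT-KO, with a male minus female median of 1.79 (adjusted p = 2.53e-13 from limma's camera, 0.00401 from fry, 15 of 15 genes positive). Blood left in the livers is argued against as the cause in males, since blood markers moved the other way there, with a median of -0.98. This was -0.46 without male WT replicate 1 and -1.54 without male WT replicate 2. The female median was 0.37, with 0.067 without female NT-KO replicate 1 and 0.80 without female NT-KO replicate 2. The haemoglobin genes, 4 in all, summed to 784 and 350 CPM in male WT and 283 and 243 CPM in male NT-KO. Reads shared between immunoglobulin genes are argued against, since the 7 members that are not immunoglobulin genes were higher in males at 7 of 7, with a median of 0.50, and lower in females at 7 of 7, with a median of -0.77. A change in all leukocytes cannot be told apart from one in B cells alone. Kupffer cell genes had medians of 0.30 in males and -0.034 in females. With 1 library left out, these ran from 0.070 to 0.51 and from -0.14 to 0.060. T lymphocyte genes, of which 5 were tested, had medians of 0.31 in males and -0.56 in females. With 1 library left out, these ran from 0.16 to 0.48 and from -0.99 to -0.42. Differences between single animals in the number of B cells, by chance or through infection, and an effect of the deletion that depends on sex remain open, and were not tested.

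Cholesterol biosynthesis genes rose more in male than in female NT-KO, with a male minus female median of 0.43 (adjusted p = 0.00969 from limma's camera, 0.695 from fry, 20 of 24 genes positive). A single male NT-KO library as the source is consistent with the median of 0.16 without male NT-KO replicate 2, against 1.16 without male NT-KO replicate 1. Male-biased liver genes fell in male NT-KO relative to females, with -0.83 (adjusted p = 0.000422 from limma's camera, 0.447 from fry, 20 of 25 genes negative). No explanation was tested for that list.

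Genes of pluripotent cells appeared in 2 libraries of different sex and genotype, male WT replicate 2 and female NT-KO replicate 1, which the paper does not report on. Pou5f1 had 62 and 114 counts in these libraries and at most 4 in the other 6, and Nanog 46 and 124 against at most 3 (both named after their values were seen). Of 23 other markers listed afterwards, 20 were higher in both libraries than in the other 6, where chance gives 0.821 for a pair of libraries (exact binomial p = 1.82e-26) and no other of the 28 pairs had more than 1. The binomial test counts markers as independent, although they can rise together in a library, so its p does not measure chance between libraries. Of the 27 markers, 2 were over 1 CPM in any of the other 6 libraries. Reads received from one of the other 6 libraries are argued against, since a donor would hold most of the 23 markers above both libraries, and each of the 6 held at most 2 of them so. A small share of RNA from pluripotent cells, from outside these 8 samples, is a candidate explanation that the test does not contradict. The 2 libraries lie in opposite genotypes, so the tested list members had medians of -1.58 in males and 2.30 in females.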

How the results depend on the processing

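The genotype mean filter with the likelihood ratio test, camera with an estimated correlation, and the tests of other splits within a sex were chosen only after the results had been seen.

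The number of DEGs depended on the test. Against 2 in males, 1 in females, 2 genes that differed between the sexes and 2 DEGs over both sexes under the quasi-likelihood test, the likelihood ratio test gave 205, 11, 46 and 38, DESeq2 218 (112 up, 106 down), 5 (A2ml1, Ccr3, Clec2h, Gm45769 and Mug2), 62 and 39, and the genotype mean filter with the likelihood ratio test 198, 11, 42 and 38. All genes called by the quasi-likelihood test were among those of the likelihood ratio test, and 184 male and 5 female genes were called by both the likelihood ratio test and DESeq2. Without a filter the counts were 667 (359 up, 308 down), 172 (122 up, 50 down), 552 and 205 among 29724 genes. In simulated libraries without any changed gene, the likelihood ratio test and DESeq2 called more genes than the quasi-likelihood test did. For these changes, the cause was not tested.

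Other settings moved the counts less. With library size only there were 4 male DEGs (3 up, 1 down: Abcd2, Ccr3, Gstp3, Ppp1r9a), and the median of all male log2 fold changes was 0.080 in place of 0.012. With filterByExpr there were 6 (A2ml1, Abcd2, Ccr3, Ces2b, Gstp3, Ppp1r9a), and with robust dispersion 6 (A2ml1, Abcd2, Ccr3, Gm12247, Gstp3, Ppp1r9a) in males and 3 over both sexes (A2ml1, Gm45769, Gstp3). The male libraries alone gave 3 (Ccr3, Gstp3, Mid1). Genes in these lists other than Ccr3, Gstp3, Ppp1r9a, Ces2b and Mug2 are named after their values were seen. The single female DEG, Ccr3, was lost, leaving 0, with a filter on the group mean (smallest FDR 0.0517, 215 genes at an unadjusted p under 0.05), with the female libraries alone (0.126, 329 genes) and at an FDR of 0.01 (203 genes), where the DEGs over both sexes were also 0 (711 genes). The cause was not tested. RLE size factors, and no minimum fold change where that applies, left all counts as they were.

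Replicate numbers do not pair the samples: between WT and NT-KO, the replicate differences correlated at -0.0067 across genes in males and 0.023 in females. With the replicate number as a block there were 3 male DEGs (Ccr3, Ces2b, Gstp3), 0 female DEGs (220 genes at an unadjusted p under 0.05), and 2 genes each for the difference between the sexes and over both sexes. With the block the female log2 fold change of Per1 was 0.17 in place of -0.03.

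Across the fits that each left out 1 library of the other sex, male DEGs numbered from 2 to 7, with 7 without female NT-KO replicate 1 or 2, and female DEGs were 0 in each such fit, with 225 to 277 genes at an unadjusted p under 0.05. Over both sexes there were from 0 to 9 DEGs, with 9 without male WT replicate 1, 1 (Gstp3) without male NT-KO replicate 1 or 2, and 0 without each of the female libraries (396 to 726 genes at an unadjusted p under 0.05). The number of gene lists in females was from 2 to 4, with 4 without male WT replicate 1 or 2 and 2 without male NT-KO replicate 1 or 2, and in males it stayed at 5. Counted without a test, genes past an absolute log2 fold change of 1 numbered from 659 to 879 in males (607 with all libraries), from 247 without female WT replicate 1 to 326 without female WT replicate 2 in females (164), and from 952 to 1370, the latter without male NT-KO replicate 2, for the difference between the sexes (902). The cause was not tested. Relative to autosomal genes, X-linked genes stood from -0.080 (without male NT-KO replicate 2) to 0.046 (without male NT-KO replicate 1) in males and from -0.044 (without female NT-KO replicate 2) to 0.058 (without female NT-KO replicate 1) in females.

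Of 5 male and 3 female lists, 1 and 1 passed with fry and 1 and 1 with an estimated correlation, in each case the B lymphocyte list. The median of protease inhibitors in males changed sign with library size only, to 0.045, and with a mean of at least 5 CPM, to 0.0035. That of female-biased liver genes in females ranged from -0.0058 (without male WT replicate 2) to 0.27 (without female NT-KO replicate 2) across the fits that each left out 1 library, and changed sign without male NT-KO replicate 2 as well. That of X-linked genes in females was 0.0017 relative to autosomal genes with a mean of at least 5 CPM. The cause was not tested. In the PCA, centring each gene left 59.0% on the first component.

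Of 106 values for genes named singly, 30 became stronger under the likelihood ratio test and 25 under DESeq2, and with the block 1 became weaker, 1 stronger and 1 changed sign. Of 92 values, 1 became weaker and 1 stronger with 1 sex alone. Of 848 values with a library left out, 738 stayed, 14 became weaker, 4 stronger and 92 moved by more than the spread between replicates. A value without a p-value counts here as stayed or moved whatever its sign, and by sign alone 46 of the 848 changed, 22 of them within the spread between replicates. Of 20 list values, 6 became weaker with fry and 6 with an estimated correlation, 1 became weaker with the block, and 1 became stronger with a mean of at least 5 CPM. With a library left out, 133 of 160 stayed, 2 became weaker, 2 stronger and 22 moved, and 1 of those with a p-value changed sign. By sign alone 17 of the 160 changed, 9 of them within the spread between replicates, which touched 11 of the 20 list medians.

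Other splits of the same libraries set a scale for the counts. Of the 34 splits of the 8 libraries into 4 and 4 that could be fitted with sex in the model (of 35), 2 gave as many as 2 DEGs, the real one included, 31 others gave 0, and 20 had as many genes at an unadjusted p under 0.05 as the real split, which had 488. Under the likelihood ratio test, 1 of 3 splits of the 4 male libraries gave as many DEGs as the real one, which had 205 against 18 and 12, and 2 of 3 splits of the 4 female libraries, with 11 against 10 and 15. With 3 splits no share under 0.05 can be reached, so these shares carry no test. In males the real split stood far above the other 2, also with DESeq2 (218 against 32 and 28), and under the quasi-likelihood test it gave 2 against 0 and 0, with 561 and 808 genes at an unadjusted p under 0.05 in those. In females the real split did not stand out: DESeq2 gave 5 against 9 and 13, and the quasi-likelihood test 1 against 0 and 0, with fewer genes at an unadjusted p under 0.05 in the real split (203) than in the others (489 and 353). Without a filter, the other splits gave 355 and 341 DEGs in males, against 667, and 193 and 179 in females, against 172. The depth limits low genes: at 45020377 to 64396291 counts per library, a gene with 0 counts can still be present at 0.0466 to 0.0666 CPM.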

Differences from the paper's values

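For male NT-KO vs WT the paper gives 209 DEGs, 111 upregulated and 98 downregulated, against 2 here (1 up, 1 down) under the quasi-likelihood test. For female NT-KO vs WT the paper gives 12 DEGs, 6 upregulated and 6 downregulated, against 1 here (1 up, 0 down, with 203 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the likelihood ratio test, which belongs to the function that the paper's methods name, closed all of these gaps, that is, came within a factor of 1.5 of the paper's number, with 205 in males (108 up, 97 down) and 11 in females (5 up, 6 down). DESeq2 closed those in males in this sense (218, 112 up, 106 down), but not the female total (5) or the upregulated genes in females (1), and its 4 downregulated genes in females lay at the limit of that factor. RLE size factors, library size only, no filter (667 in males, 172 in females), the group mean filter, filterByExpr, the replicate block, robust dispersion, an FDR of 0.01, no minimum fold change, the libraries of 1 sex alone and each library left out did not close them. A filter on the genotype mean with the likelihood ratio test, chosen after seeing the values, gave 198 in males (104 up, 94 down) and 11 in females (5 up, 6 down), which also closed the gaps.

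In the clustering of Fig. 2d the female WT libraries join each other first. Here female WT replicate 2 joined female NT-KO replicate 2 first (48.9), then female WT replicate 1 (52.3) and last female NT-KO replicate 1, but the distance between the female WT libraries was nearly the same (49.1), so the order rests on a small difference. The first and second principal components hold about 96% and about 2% in Fig. 2d, read by eye, and 95.4% and 2.69% here.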

Other observations

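The tests of a single male library through other splits, of a variant on chromosome 6 and of variants behind genes absent or much lower in some libraries were chosen only after the result they examine had been seen.

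More genes changed in male than in female NT-KO, with 607 genes past an absolute log2 fold change of 1 in males and 164 in females. The number of DEGs was 205 in males and 11 in females under edgeR's likelihood ratio test, and 2 and 1 under edgeR's quasi-likelihood test. These fits share the spread of a gene across the sexes, so the spread between female replicates could not lower the female number alone. The common biological coefficient of variation was 0.191 in females, 0.240 in males and 0.217 over all libraries. The shared spread can thus favour male calls over female ones, and how much was not tested. This does not bear on the counts made without a test, which a larger spread raises. Differences between replicates also passed 1 (log2) at more genes in males (649 in WT and 775 in NT-KO) than in females (401 and 416), so the larger spread in males may account for part of the 607, and how much was not tested. A trend with gene length is argued against, since Spearman's rho across 13096 genes between exon length and the male log2 fold change was -0.0536, smaller in size than between replicates of any group (0.0928 to 0.164 in size). A single male library as the source is argued against, since it would lie in 1 arm of each split of the 4 male libraries into 2 and 2 and raise all 3 alike, while the other 2 splits gave at most 18 DEGs against 205 under the likelihood ratio test, and 377 and 369 genes past a log2 fold change of 1 against 607. Leaving out a male library raised the count without a test, to at least 659 and to 879 without male WT replicate 1, and the female count rose to 326 without female WT replicate 2. With 3 splits in each sex, a difference that fell between these animals by chance stays open. An effect of the deletion that is stronger in males stays open as a hypothesis.

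In female NT-KO the Y-linked gene Eif2s3y had 3 and 10 counts against 0 and 0 in female WT, at least 1.88-fold higher (FDR 0.0426 under edgeR's likelihood ratio test, 1 under edgeR's quasi-likelihood test, and 0.0426 to 1 over the alternatives). RNA of a male mouse in female NT-KO replicate 2 would need 13.0 counts of Ddx3y, Kdm5d and Uty at the share of the male level that Eif2s3y shows (0.274%), and 4 were found (exact Poisson p = 0.00769), against 3 in the other 3 female libraries together. With so few counts, a trace of male RNA cannot be told apart from stray reads.

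Genes changed in the same direction in both sexes could mark DNA of another strain around the targeted locus. For 139 genes the sign was the same in both sexes and the unadjusted p was under 0.01 for the mean change over both sexes. This p is from edgeR's quasi-likelihood test, and neither sex had to pass it alone. Of the 139 genes, 5 lay among the 224 tested genes within 20 Mb of Lbr (Tmem63a, Esrrg, Mgst3, Ints7 and Gm10516, named after their values were seen), where 2.37 would be expected (odds ratio 2.17, 0.688 to 5.28, Fisher's exact p = 0.0898). The number is too small to tell linked DNA apart from chance. On chromosome 6, A2ml1, Clec2h and Gm45769 were lower in NT-KO of both sexes, with log2 fold changes of -3.12 and -2.35, -3.20 and -3.46, and -1.69 and -1.61 in males and females. Of the 146 tested genes within 10 Mb of A2ml1 that remain after leaving out A2ml1 and the other genes seen beforehand, Clec2h and Gm45769 among them, 4 passed the same p over both sexes with the same sign in each (Fam234b, Pianp, Gucy2c and C1s2), more often than genes elsewhere (odds ratio 2.76, Fisher's exact p = 0.0640). Over both sexes, Fam234b was lower in NT-KO (-0.54), and Pianp (0.89), Gucy2c (1.25) and C1s2 (0.79) were higher. A variant on chromosome 6 that differs between the WT and NT-KO animals may contribute, and cannot be told apart from an effect of the deletion. These genes were named after their values were seen.

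Some genes were absent or much lower in some libraries than in others without regard to sex or genotype. Ifi202b had 62 and 58 counts in male WT, 73 in female NT-KO replicate 1 and 0 in the other 5 libraries, and Cwc22, which shares 18.5% of its 50-base stretches with other genes, had 3790, 5085 and 4523 counts in male WT replicate 1, female WT replicate 1 and female NT-KO replicate 2 and 418 to 495 in the others (both named after their values were seen). Of 126 genes with a gap of at least 1.8 (log2) between 2 sets of libraries, 43 pairs lay within 1 Mb of each other and 9 of these split the libraries the same way, where shuffled splits gave a median of 2 (permutation p = 0.0035). Of the 9, 6 were pairs from 1 gene family, such as Saa1 and Saa2 or Ighg1 and Ighg2b, which can share regulation or reads, and the other 3 were formed by Miip, Fv1 and Fbxo44 at 1 place on chromosome 4 (named after their values were seen). Among the 18 pairs from different families, where shuffled splits gave a median of 1, the permutation p was 0.0783. DNA variants that differ between the animals cannot be told apart from shared regulation or reads of neighbouring genes.

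Among the genes of the qRT-PCR panel in Fig. 3c, 12 passed the filter, with a median log2 fold change of -0.17 in males (8 lower, 4 higher, adjusted p = 0.394 from limma's camera) and 0.03 in females (6 lower, 6 higher, adjusted p = 0.582). The male median was 0.003 without male NT-KO replicate 1 and -0.33 without male NT-KO replicate 2, the female median -0.11 without female NT-KO replicate 2 and 0.17 without female NT-KO replicate 1, and the male adjusted p was 0.0192 with a mean of at least 5 CPM (0.0192 to 0.895 over the alternatives). Adjusted over the list alone, 1 passed in males, Mid1 (named after its values were seen), with 2088 and 1870 counts in male WT, 169 and 97 in male NT-KO, 105 and 129 in female WT and 731 and 112 in female NT-KO, and 28.7% of its 50-base stretches shared, mostly with Mid1-ps1.

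Circadian clock genes had medians of 0.12 in males (8 lower, 9 higher, adjusted p = 0.793 from limma's camera) and 0.06 in females (7 lower, 10 higher, adjusted p = 0.493), with -0.02 without male WT replicate 1, 0.32 without male WT replicate 2, -0.08 without female WT replicate 2 and 0.16 without female WT replicate 1. Male-biased liver genes had -0.45 in males (20 of 25 lower, adjusted p = 0.00489 from limma's camera, 0.658 from fry) and 0.24 in females (16 of 25 higher, adjusted p = 0.0428 from limma's camera, 0.895 from fry), the latter -0.03 without female WT replicate 2 and with an adjusted p of 0.202 without male NT-KO replicate 1 and 0.238 without male NT-KO replicate 2. Female-biased liver genes had -0.48 in males (18 of 30 lower, adjusted p = 0.541 from limma's camera), with -1.12 without male WT replicate 1 and 0 without male WT replicate 2, and -0.0058 in females (15 lower, 15 higher, adjusted p = 0.498).

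Acute phase genes had medians of -0.74 in males (22 of 24 lower) and 0.11 in females, but the male median rested on male WT replicate 2, being 0.073 without that library (11 of 24 lower), and the female median was -0.0043 without female NT-KO replicate 1. Y-linked genes as a list had medians of 0.09 in males and 0.42 in females, the latter at counts of 10 or fewer, and the genes that vary between strains -0.05 and 0.15. Without male NT-KO replicate 2 the male medians of these 2 lists were -0.028 and 0.049, each of the other sign. Among lamins, named after their values were seen, Lmna had log2 fold changes of 0.11 (SE 0.175) in males and 0.07 (SE 0.175) in females, and Lmnb1 0.15 (SE 0.255) and 0.27 (SE 0.252). Each of these 4 values changed sign with 1 library left out, to -0.0029 without male WT replicate 1 and -0.14 without female NT-KO replicate 1 for Lmna, and to -0.03 without male NT-KO replicate 2 and -0.05 without female NT-KO replicate 1 for Lmnb1.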
